# FGF9 attenuates osteoarthritis progression through the NRF2/GPX3 antioxidant axis

**DOI:** 10.1302/2046-3758.156.BJR-2025-0365.R1

**Published:** 2026-06-03

**Authors:** Yuan-Shun Lo, Tsung-Ming Chen, Teng-Le Huang, Yu-Chia Liu, Chu-Han Chang, Chia-Yang Chen, Hung-Lun Hsieh, Chun-Hao Tsai, Yi-Xue Yeow, Chia-Jou Wang, Ya-Huey Chen

**Keywords:** Osteoarthritis, FGF9, Exosome, antioxidant, Osteoarthritis (OA), chondrocytes, cartilage tissues, staining, RNAs, Fibroblast growth factor, pathogenesis, mesenchymal stem cells (MSCs), chondrogenesis

## Abstract

**Aims:**

Osteoarthritis (OA), a prevalent age-related joint disease affecting over 250 million people globally, currently lacks effective disease-modifying treatments. Fibroblast growth factor 9 (FGF9) has shown cartilage-protective effects in post-traumatic OA models, but its role in chondrocyte degeneration and OA pathogenesis remains unclear. This study investigates FGF9’s function in human and murine chondrocytes and its therapeutic potential for OA.

**Methods:**

Gene expression profiling was performed on primary chondrocytes from OA patients and normal controls. Senescence and reactive oxygen species (ROS) levels were assessed by β-galactosidase staining and flow cytometry. FGF9 function was evaluated through short hairpin RNA (shRNA)-mediated knockdown and treatment with FGF9-conditioned media (CM). The impact of FGF9-enriched exosomes on chondrocyte senescence was also examined in vitro. In vivo effects were tested using adenovirus-delivered FGF9 in a destabilization of the medial meniscus (DMM)-induced OA mouse model.

**Results:**

FGF9 expression was significantly downregulated in OA chondrocytes (n = 195) compared to normal (n = 71). FGF9 knockdown elevated ROS levels and senescence via suppression of the NRF2/GPX3 antioxidant axis, while FGF9 promoted chondrogenesis in mesenchymal stem cells. Intra-articular FGF9 gene therapy reduced OA progression in DMM mice. Additionally, FGF9-enriched exosomes reduced senescence in primary chondrocytes in vitro.

**Conclusion:**

FGF9 alleviates OA progression by activating the NRF2/GPX3 pathway, reducing ROS and chondrocyte senescence. These findings support the therapeutic potential of FGF9 and FGF9-enriched exosomes in OA treatment.

Cite this article: *Bone Joint Res* 2026;15(6):632–646.

## Article focus

- To determine the role of fibroblast growth factor 9 (FGF9) in chondrocyte senescence and oxidative stress in osteoarthritis (OA).
- To explore the therapeutic potential of FGF9 and FGF9-loaded exosomes in OA models.

## Key messages

- FGF9 is downregulated in OA and its loss promotes chondrocyte senescence via oxidative stress.
- The FGF9/NRF2/GPX3 axis is a key regulatory pathway in OA pathogenesis.
- FGF9 gene therapy and FGF9-exosomes show therapeutic promise for OA treatment.

## Strengths and limitations

- Identifies a novel antioxidant pathway (FGF9/NRF2/GPX3) critical to chondrocyte ageing in OA.
- Demonstrates in vivo therapeutic efficacy of adenoviral FGF9 and in vitro efficacy of FGF9-enriched exosomes.
- Further in vivo studies are needed to validate the efficacy and safety of FGF9-exosomes for clinical translation.

## Introduction

Osteoarthritis (OA), the most common form of degenerative joint disease, affects approximately 250 million people worldwide.^1^ It is characterized by chronic pain, reduced mobility, and physical limitations that substantially impair quality of life and shorten life expectancy. Current treatments primarily focus on symptom relief, including rest and pain management.^2^ However, effective therapies to prevent or slow OA progression remain limited.

Over time, OA leads to progressive cartilage loss and joint dysfunction, with ageing being a major risk factor due to age-related tissue deterioration.^3^ The disease is characterized by irreversible degeneration of articular cartilage, primarily composed of extracellular matrix produced by chondrocytes. Histological analyses reveal chondrocyte clustering and cartilage volume loss, highlighting the key role of chondrocyte senescence in cartilage integrity and OA progression.^3-7^ Furthermore, age-related imbalance between reactive oxygen species (ROS) production and the antioxidant capacity of chondrocytes contributes to cartilage degradation and chondrocyte death.^8,9^

Fibroblast growth factor 9 (FGF9), a member of the fibroblast growth factor family, plays key roles in development and disease.^10-17^ Mouse models have shown that FGF9 deficiency impairs skeletal growth, while overexpression disrupts chondrocyte proliferation and differentiation.^12,13^ FGF9 activates signalling pathways such as PI3K/Akt, ERK, and SOX9, promoting chondrocyte survival and reducing apoptosis.^18-21^ Under hypoxic conditions, the interplay between FGF9 and ROS regulates signalling pathways which are critical for chondrocyte survival and function.^11,22,23^ These findings suggest that FGF9 plays a role in OA pathogenesis, although the specific antioxidant enzymes and underlying mechanisms remain unclear.

In this study, unbiased analysis revealed significant downregulation of FGF9 in chondrocytes from OA patients. To assess its role in OA pathogenesis and therapeutic potential, we examined FGF9 expression in primary chondrocytes isolated from 195 OA patients over the past decade. We also explored how FGF9 regulates antioxidant genes involved in chondrocyte senescence, and evaluated the therapeutic potential of FGF9, both alone and via exosomes enriched through ectopic FGF9 expression, in the treatment of OA.

## Methods

Human cartilage samples were collected during total knee arthroplasty (TKA) surgeries (Supplementary Material). Chondrocytes were isolated by sequential digestion with pronase and collagenase II in Dulbecco’s Modified Eagle Medium (DMEM)/F12 containing 1% penicillin/streptomycin (Gibco; Thermo Fisher Scientific, USA).^24^ After filtration through a 70 μm sterile mesh, cells were seeded at 1.5 × 10⁵ cells/cm² and cultured in DMEM/F12 supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin, and 50 μg/ml 2-phospho-L-ascorbic acid. This study was approved by the Research Ethics Committee of China Medical University & Hospital, Taichung, Taiwan.

### Cell culture

Cell culture procedures followed previously published protocols. Human primary chondrocytes were maintained in DMEM/F12 (Gibco). The human chondrocyte cell line C28/I2 (SCC043; Merck, USA) was cultured in high-glucose DMEM (Gibco). ATDC5 mouse chondrogenic precursor cells (RCB0565; RIKEN, Japan) and HEK293 cells were maintained in DMEM/F12, while human mesenchymal stem cells (MSCs) (3A6) were cultured in low-glucose DMEM.

### Lentiviral infection

Lentiviral short hairpin RNA (shRNA) clones were obtained from the National RNAi Core Facility, Academia Sinica (Taiwan). Briefly, cells were seeded at approximately 60% confluency on the first day. On the following day, cells were infected with control or FGF9-specific shRNA lentiviruses including shFGF9-B2 and shFGF9-D1 at a multiplicity of infection (MOI) of 10 in the presence of polybrene (8 μg/ml) for three days.

### Mice OA model

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC), China Medical University in accordance with institutional welfare guidelines. We have adhered to the ARRIVE guidelines and have supplied the ARRIVE checklist in the Supplementary Material. OA was induced in the left knee of eight- to ten-week-old male C57BL/6J mice following a standard protocol.^25^ Male mice were used because DMM-induced osteoarthritis is more severe and reproducible in males, while oestrogen-associated effects and oestrous cycle fluctuations in females may increase experimental variability. Therefore, male mice were selected to ensure consistent OA progression and histopathological assessment. Mice were anaesthetized with 1% to 4% isoflurane, and the medial meniscotibial ligament was transected via a medial joint capsule incision to destabilize the meniscus. Sham controls received the same incision without ligament dissection. All mice resumed free movement post-surgery.

### Adenoviral production and injection

*FGF9* complementary DNA (cDNA) was subcloned into the pAdEasy-1 plasmid (adFGF9) using the AdEasy XL system (Agilent Technologies, USA), and transfected into ad293 cells in six-well plates. The virus was amplified through serial passages, ending in a 15 cm dish. A null adenovirus (adnull) generated from pAdEasy-1 served as the control. Adenovirus (1 × 10⁷ or 3 × 10⁷ plaque-forming units (PFUs)) was injected intra-articularly twice weekly, beginning on day 7 post-surgery.^5,26^

### Histological staining

For Alcian Blue staining, 3D pellets of 3A6 cells were fixed in 4% paraformaldehyde, paraffin-embedded, sectioned at 6 μm, and stained with 1% Alcian Blue 8 GX (A5268; Sigma-Aldrich, USA).^10^ For Safranin-O/Fast Green staining, mouse knee joints were fixed in 4% paraformaldehyde, decalcified in 0.5 M EDTA, paraffin-embedded, and sectioned at 90 μm intervals. Sections were deparaffinized, rehydrated, and stained with Safranin-O/Fast Green^10^ or subjected to immunohistochemistry (IHC) using antibodies against FGF9 (AF-273-NA; R&D Systems, USA) and collagen II (ab34712; Abcam, UK). Cartilage thickness and destruction was evaluated using the Osteoarthritis Research Society International (OARSI) scoring system in a blinded manner.^27^

### Bioinformatic analysis

Differential gene expression from microarray and RNA-seq datasets was analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (v6.7; National Institute of Allergy and Infectious Diseases (NIAID), National Institutes of Health (NIH), USA), with pathways or processes considered significant at fold change ≥ 2 and p ≤ 0.05.^28^

### Statistical analysis

All experimental data were analyzed using GraphPad Prism 9.0 (GraphPad Software, USA) and are presented as mean (SD). Statistical significance was determined by independent-samples *t*-test or one-way analysis of variance (ANOVA), with p < 0.05 considered statistically significant.

## Results

### Recruitment of OA patients

Human primary chondrocytes were isolated from normal and OA cartilage tissues (Figure 1a). Patients with unilateral severe knee OA (Kellgren–Lawrence grade 3 to 4)^29^ undergoing TKA and showing no patellofemoral joint involvement (Kellgren–Lawrence grade 0) were recruited. Prior to TKA, intact patellofemoral cartilage (Outerbridge grade 0)^30^ was arthroscopically biopsied and designated as normal primary chondrocytes (NP-Chon). Following TKA, cartilage from weightbearing regions showing fissures or subchondral bone exposure was collected to isolate OA primary chondrocytes (OAP-Chon). The study included 195 OAP-Chon and 71 NP-Chon samples (mean age 72 years (SD 10.1)) (Supplementary Table i). Chondrocyte identity was confirmed by immunofluorescence staining for collagen II (cytoplasmic green fluorescence) and toluidine blue staining, which showed typical spindle-shaped morphology (Figure 1b).

**Fig. 1:**
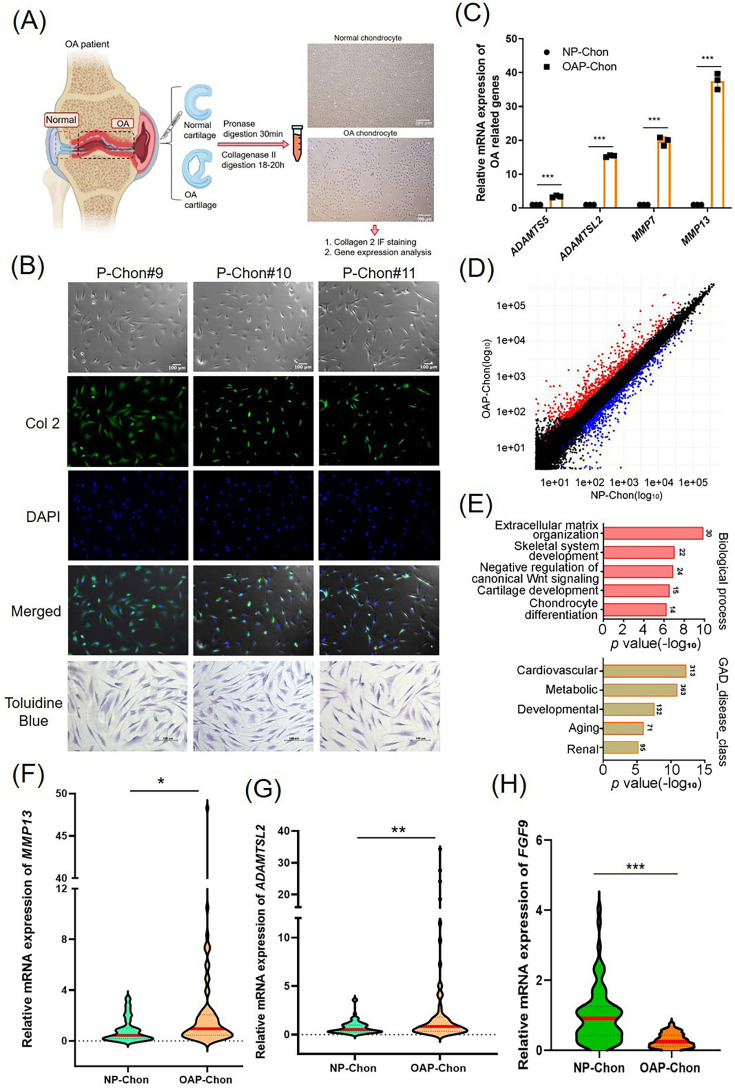
Molecular characterization of osteoarthritis (OA) and normal human primary chondrocytes. a) Schematic illustration of the isolation process for normal (NP-Chon) and OA (OAP-Chon) primary chondrocytes from patient cartilage samples. b) Characterization of isolated chondrocytes using immunofluorescence (IF) staining for collagen II and toluidine blue staining. c) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of OA-related markers (a disintegrin and metalloproteinase with thrombospondin motifs 5 (*ADAMTS5*)*, ADAMTSL2,* matrix metalloproteinase 7 *(MMP7)*, and *MMP13*) in NP-Chon and OAP-Chon cells. d) Scatter plot showing the global gene expression profiles of NP-Chon and OAP-Chon cells; 698 genes were upregulated (red) and 560 downregulated (blue) in OAP-Chon with a ≥ twofold change. e) Gene Ontology (GO) term enrichment analysis of differentially expressed genes in OAP-Chon, focusing on biological processes (upper panel) and disease associations (lower panel). f) and g) qRT-PCR validation of *MMP13* and *ADAMTSL2* messenger RNA (mRNA) expression in NP-Chon (n = 68) and OAP-Chon (n = 70). h) qRT-PCR analysis of fibroblast growth factor 9 (FGF9) mRNA expression in NP-Chon (n = 71) and OAP-Chon (n = 195). Error bars represent mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, independent-samples *t*-test. GAD, Genetic Association Database.

To validate differential gene expression between OAP-Chon and NP-Chon, we assessed key OA markers (*ADAMTS5*, *ADAMTSL2*, matrix metalloproteinase 7 (*MMP7)*, and *MMP13*) by qRT-PCR. All markers were significantly upregulated in OAP-Chon compared to NP-Chon (p < 0.001, independent-samples *t*-test; Figure 1c), confirming the distinct molecular profile of OA chondrocytes and supporting their pathological relevance.

### FGF9 is downregulated in chondrocytes from OA patients

To characterize gene expression profiles in OAP-Chon and NP-Chon, cDNA microarray analysis was performed. A scatter plot revealed 698 upregulated and 560 downregulated genes in OAP-Chon (≥ twofold change; Figure 1d). Gene Ontology (GO) analysis of the 1,258 differentially expressed genes showed enrichment in extracellular matrix organization and skeletal and cartilage development (Figure 1e, upper panel), as well as disease categories including cardiovascular, metabolic, and ageing-related conditions (Figure 1e, lower panel). Additional GO enrichment confirmed associations with cellular components, molecular functions, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways relevant to OA (Supplementary Figure aa).

To assess the clinical relevance of microarray-identified genes, we examined the expression of *MMP13*, *ADAMTSL2*, and *FGF9* (key regulators of cartilage development) using qRT-PCR. *MMP13* (p = 0.020; Figure 1f) and *ADAMTSL2* (p = 0.006; Figure 1g) were significantly upregulated in OAP-Chon (n = 70 to 195) compared to NP-Chon (n = 68 to 71), while FGF9 expression was markedly reduced (p < 0.001, independent-samples *t*-test; Figure 1h). These findings corroborate the microarray data and underscore the clinical significance of *MMP13*, *ADAMTSL2*, and *FGF9* in OA pathogenesis.

### FGF9 is involved in cellular senescence of chondrocytes

Ageing is a major risk factor for OA and targeting age-related chondrocyte senescence holds therapeutic promise. To confirm senescence in OA chondrocytes, we measured cyclin-dependent kinase inhibitor 2A (*CDKN2A*) (p16) mRNA and β-galactosidase activity. Both were significantly elevated in OAP-Chon compared to NP-Chon (*CDKN2A*: n = 195 vs 71, p < 0.001; β-galactosidase activity: p < 0.001) (Figures 2a to 2c), indicating a senescent phenotype. qRT-PCR further revealed reduced *FGF9* mRNA in OAP-Chon (p < 0.001, independent-samples *t*-test) (Figure 2d). Expression of *FGFR2* and *FGFR3* was comparable between NP-Chon (n = 20) and OAP-Chon (n = 87) (Supplementary Figure ab), suggesting that FGF9 downregulation, not receptor availability, is the key alteration in OA-related FGF9 signalling.

**Fig. 2:**
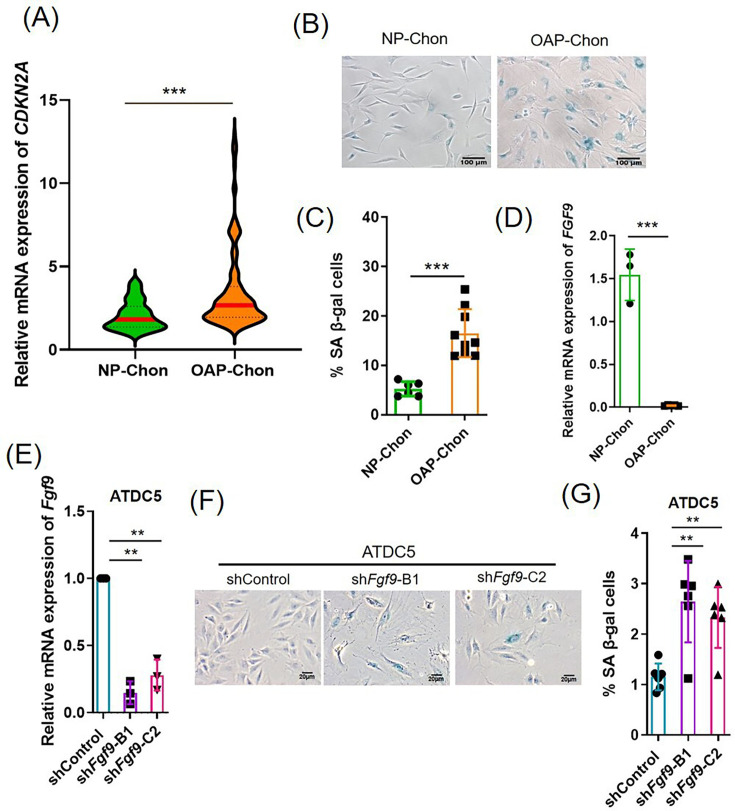
Fibroblast growth factor 9 (FGF9) is downregulated in osteoarthritis (OA) chondrocytes and regulates cellular senescence. a) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of cyclin-dependent kinase inhibitor 2A (*CDKN2A*) messenger RNA (mRNA) expression in normal (NP-Chon) (n = 71) and OA primary chondrocyte (OAP-Chon) (n = 195) cells. b) Representative images of senescence-associated β-galactosidase (SA-β-Gal) staining in NP-Chon and OAP-Chon cells; senescent cells appear blue. c) Quantification of SA-β-Gal–positive senescent cells. d) qRT-PCR analysis of *FGF9* mRNA expression in NP-Chon and OAP-Chon cells. e) qRT-PCR analysis of *Fgf9* expression in ATDC5 cells following lentiviral short hairpin RNA (shRNA)-mediated knockdown. f) Representative SA-β-Gal staining images of *Fgf9*-depleted ATDC5 cells. g) Quantification of senescent ATDC5 cells following *Fgf9* knockdown. Error bars represent mean (SD). **p < 0.01, ***p < 0.001, independent-samples *t*-test.

To investigate FGF9’s function in chondrocytes, we knocked down Fgf9 in murine chondrogenic precursor cells (ATDC5) using lentiviral shRNA (Figure 2e). Fgf9 depletion significantly increased cellular senescence (p = 0.001, independent-samples *t*-test; Figures 2f and 2g), revealing a negative correlation between Fgf9 expression and senescence. These results identify FGF9 as a key regulator of chondrocyte senescence and support its involvement in OA pathogenesis.

### FGF9 plays an important role in regulating ROS levels in chondrocytes and influencing OA progression

To further explore FGF9’s role in chondrocyte senescence, RNA-seq was performed on FGF9-depleted C28/I2 cells (p < 0.01; Figure 3a), revealing 3,805 DEGs (≥ twofold, p < 0.05, independent-samples *t*-test; Figure 3b). 

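FGF9 itself had 0 counts in both libraries, so the knockdown shown in Figure 3a could not be checked in the RNA-seq. FGF9 (ENSG00000102678) lies on chromosome 13 of GRCh38 from 21671383 to 21704498. If reads were counted on the strand of the RNA, a count of 0 allowed a level of up to 5.78 CPM in the shControl library and 5.97 in the shFGF9-D1 library. If they were not, the count of 0 sets no limit on FGF9 RNA. The RNA came from C28/I2 cells, an immortalized human chondrocyte line, taken 3 days (72 hours in the sample labels) after infection with lentivirus carrying a control shRNA (shControl) or the FGF9 shRNA shFGF9-D1 at a multiplicity of infection of 10. There was 1 library per condition, so no difference had a replicate check and no test of the condition was made. The libraries were made with a strand-specific kit. According to the submitters' processing notes, the authors used HISAT2, Cufflinks 2.2.1 and Cuffdiff with GRCh38.p14, and the strand setting of the counting is not given in the sources used here. The authors' estimated counts summed to 519192 in the shControl library and 502774 in the shFGF9-D1 library, and 3595 and 3448 of the 58220 genes reached 10 counts. Several genes that most cells express strongly were close to 0, while genes annotated on the opposite strand led the counts of nuclear genes. VIM, which encodes the intermediate filament vimentin, had 17 counts in each library, and VIM-AS1 on the opposite strand had 14278 in the shControl library and 13214 in the shFGF9-D1 library. GAPDH, a glycolytic enzyme, had 8 and 11 counts, and AC006064.4 on the opposite strand had 1073 and 1267. These pairs were chosen after their values were seen. Genes annotated as antisense took 27.5% of the counts in the shControl library and 29.4% in the shFGF9-D1 library. The estimated counts were rounded to whole numbers and scaled by TMM, and each ratio of shFGF9-D1 to shControl was given an exact Clopper-Pearson 95% interval. These intervals cover counting error only and compare 2 libraries, not 2 conditions.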

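Among the 4000 genes with at least 10 counts in at least 1 library, 188 were at least 2-fold higher in the shFGF9-D1 library and 215 at least 2-fold lower, with an interval that excluded equal levels. Of these 403 genes, 249 were protein-coding and 94 were annotated as antisense. Names ending in -AS and a number, and read-through, LINC, LOC and clone-based names, were left out of the ranking that follows, while other genes annotated as antisense stayed in. Among these genes with at least 100 counts in the higher library, PHC1, a Polycomb group protein, had the highest ratio, with 210 counts in the shFGF9-D1 library and 82 in the shControl library (log2 ratio 1.44, interval 1.06 to 1.82). HCFC1, a transcriptional co-regulator, was 2.48-fold higher, and KRR1, a ribosome assembly factor, was 2.25-fold higher. The lowest ratios in this ranking were those of INE2, annotated as antisense, with 158 counts in the shFGF9-D1 library against 429 (log2 ratio -1.36, interval -1.63 to -1.09), and of SYNC, an intermediate filament protein, with 110 against 297 (log2 ratio -1.35, interval -1.68 to -1.03). THRIL, a long non-coding RNA annotated as antisense, had 240 counts against 602. Among the names left out, AL360270.3, with 59 against 214, and HAS2-AS1, with 72 against 259, had lower ratios still. Of the 403 genes, 278 shared exon sequence with a gene on the opposite strand, as did 3084 of the 4000. With an assumed biological coefficient of variation of 0.1, the edgeR exact test called 85 genes at a fold of at least 2 and a Benjamini-Hochberg adjusted p under 0.05, and with 0.4 it called 0. Scaling by DESeq2 size factors gave 148 higher and 257 lower genes.

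**Figure D1:**
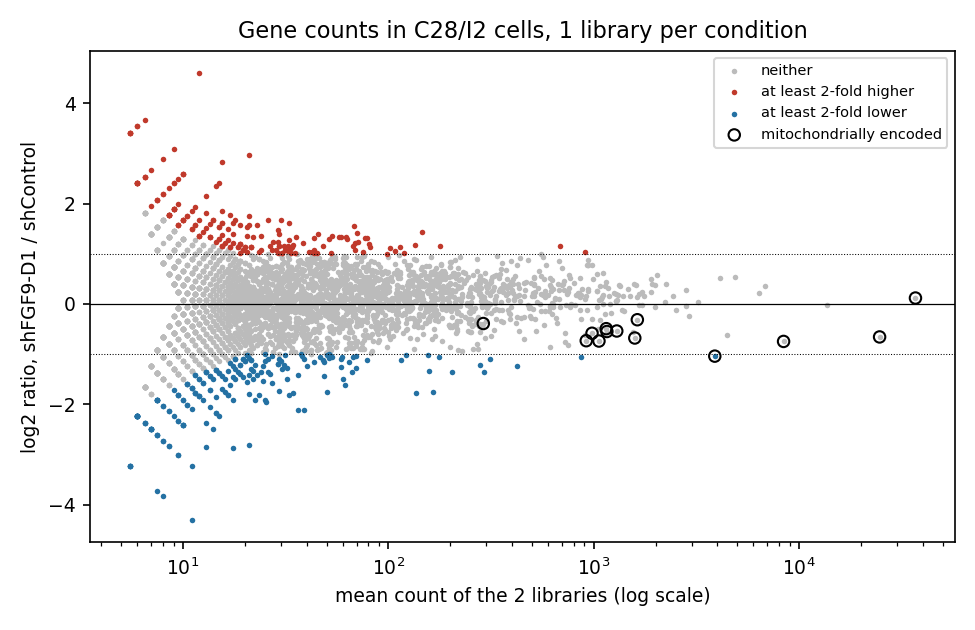
Log2 ratio of shFGF9-D1 to shControl against the mean count of the 2 libraries (log scale), 1 library per condition, for genes with at least 10 counts in 1 library and a count in both. Red points are at least 2-fold higher and blue points at least 2-fold lower with an interval that excluded equal levels, dotted lines mark 2-fold, and black circles mark the 13 mitochondrially encoded genes. Of the 403 genes, 83 had at least 50 counts in a library.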

GO analysis indicated enrichment in redox homeostasis and osmotic stress (Figure 3c), while disease associations included skeletal disorders (Figure 3d, left). 

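In the shFGF9-D1 library, few redox genes were counted often enough to compare, and none of those passed the 2-fold rule (a ratio of at least 2-fold with an interval that excluded equal levels). Of 54 genes of the glutathione, thioredoxin and peroxiredoxin systems, listed before the data were examined, 4 reached 10 counts. TXNDC17, a thioredoxin-like protein, had 74 counts against 51 in the shControl library (log2 ratio 0.62, interval 0.08 to 1.16), and PRDX2, a peroxiredoxin, had 40 against 30 (log2 ratio 0.50, interval -0.22 to 1.23). SOD2, the mitochondrial superoxide dismutase, had 74 against 106 (log2 ratio -0.44, interval -0.88 to 0.01). WTAP, which shares exon sequence with SOD2 on the opposite strand, had 243 against 174 (log2 ratio 0.56, interval 0.28 to 0.85). MED31, opposite TXNDC17, had 91 against 66, and AC018761.2, opposite PRDX2, had 989 against 1092. Whether such counts stand for the gene named or for its opposite-strand partner is open. None of the 8 glutathione peroxidase genes reached 10 counts. GPX3 had 2 counts in each library and GPX1 had 3 in the shFGF9-D1 library and 2 in the shControl library, levels that allow no fold. GPX2 had 0 in both, and GPX4 had 4 against 5 (log2 ratio -0.24, interval -2.57 to 1.98). Of 43 osmotic stress genes, 5 reached 10 counts and none passed the rule. Their median log2 ratio was -0.36, at percentile 22.1 of 10000 random lists of the same size matched on expression. Among 30 genes of chondrocyte identity and cartilage matrix, which skeletal disorders affect, MATN1, PRG4 and CHAD were the 3 that reached 10 counts, and none of them passed the rule. Of 34 hypertrophy and catabolic genes, MMP9 was the 1 that reached 10 counts, with 23 in the shFGF9-D1 library and 12 in the shControl library (log2 ratio 1.02, interval -0.05 to 2.16).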

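Targets of NRF2, the transcription factor encoded by NFE2L2, had few counts in either library, and none of those that reached 10 counts passed the 2-fold rule (a ratio of at least 2-fold with an interval that excluded equal levels). Of 36 such target genes, 28 had a count and 4 reached 10 counts. FTH1, the ferritin heavy chain, had 8 counts in the shFGF9-D1 library and 14 in the shControl library (log2 ratio -0.73, interval -2.19 to 0.63), and UGDH had 14 against 8 (log2 ratio 0.89, interval -0.46 to 2.35). BEST1, which shares exon sequence with FTH1 on the opposite strand, had 1460 against 1195. Of 26 NRF2 regulators and partners, 5 reached 10 counts, with a median log2 ratio of 0.44 at percentile 89.2 of matched random lists and a mean of 0.63 at percentile 97.9. MAFK, a small MAF partner of NRF2, had 64 counts against 50 (log2 ratio 0.44, interval -0.12 to 1.00). None of 8 genes for regulation of NFE2L2 expression reached 10 counts, and of 8 genes for NFE2L2 and multidrug transporters MAFK alone did. Of 24 heat shock genes, 7 reached 10 counts and none passed the rule, with DNAJB1 at 51 against 85 (log2 ratio -0.66, interval -1.19 to -0.14) and STIP1 at 51 against 30 (log2 ratio 0.85, interval 0.17 to 1.55). The authors' FPKM for STIP1 was 50.0 against 48.2. None of the 8 genes of the ATF4 and unfolded protein response that reached 10 counts passed the rule, and their median log2 ratio was -0.23 (0.08 with no minimum on counts). Of 5 SUMOylation genes that reached 10 counts, SENP3 and RANBP2 passed the rule as lower, with 2 counts against 11 and 2 against 10. RANGAP1 went the other way, with 12 against 5, and did not pass it. The median log2 ratio of the 5 genes was -1.24. It was at percentile 21.8 of matched random lists and at 0.2 of unmatched ones. With no minimum on counts the median of the SUMOylation list was -0.40 over 25 genes. As log2(FPKM + 1) it was -0.50 over 23 genes.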

Reactome analysis highlighted pathways such as NFE2L2 signalling and stress response (Figure 3d, right). 

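Genes of the reactive oxygen species pathway were mostly too rarely counted to compare between the shFGF9-D1 and shControl libraries. Of a list of 50 such genes, 7 reached 10 counts and none passed the 2-fold rule (a ratio of at least 2-fold with an interval that excluded equal levels). STK25, a kinase of the oxidative stress response, had 66 counts in the shFGF9-D1 library and 38 in the shControl library (log2 ratio 0.88, interval 0.28 to 1.49), while SOD1, the cytosolic superoxide dismutase, had 23 against 29. The median log2 ratio of the 7 genes was 0.50, at percentile 95.1 of matched random lists. From the authors' FPKM, as log2(FPKM + 1), the median of 35 genes of the list was -0.37, and with no minimum on counts it was -0.18. Of 22 genes of ROS-producing oxidases, 4 reached 10 counts and none passed the rule. The set of genes that the paper links to redox balance was not analysed here.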

Among the DEGs, 364 FGF9-regulated genes were linked to redox balance and ROS. 

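The mitochondrially encoded genes of oxidative phosphorylation were lower in the shFGF9-D1 library, apart from MT-ND6. Their list had a median log2 ratio of -0.58 over 13 genes, at percentile 0 of matched random lists. These genes lie on 1 genome, 12 of them on 1 strand, and may vary together, which the random lists do not allow for. The 12 genes on the plus strand of the mitochondrial genome each had an interval that excluded equal levels, with ratios from 0.486 to 0.804. MT-CYB, the cytochrome b of complex III, had 2448 counts against 5329 (log2 ratio -1.04, interval -1.11 to -0.97) and was the 1 gene of the list at least 2-fold lower, while its log2(FPKM + 1) differed by -0.94. MT-ND4, a subunit of complex I, had 6058 against 10760. MT-ND6, the complex I subunit on the minus strand, had 37376 against 36430 (log2 ratio 0.12, interval 0.10 to 0.14), and from the authors' FPKM, as log2(FPKM + 1), the difference was -0.02. The strand on which reads were counted is not given in the sources used here. Nuclear genes of the same process were seldom counted. Of 37 nuclear genes of complex I, 5 reached 10 counts and NDUFA13 was at least 2-fold higher, with 14 against 5 (interval of the log2 ratio 0.01 to 3.39, and -0.02 to 3.36 with total counts). Of 29 nuclear genes of complexes II to IV, CYC1 reached 10 counts, with 12 against 11. Of 18 nuclear ATP synthase genes, 7 reached 10 counts and ATP5J was at least 2-fold lower, with 17 against 37. GABPA, which shares exon sequence with ATP5J on the opposite strand, had 140 against 109 (log2 ratio 0.44, interval 0.07 to 0.82).

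**Figure D2:**
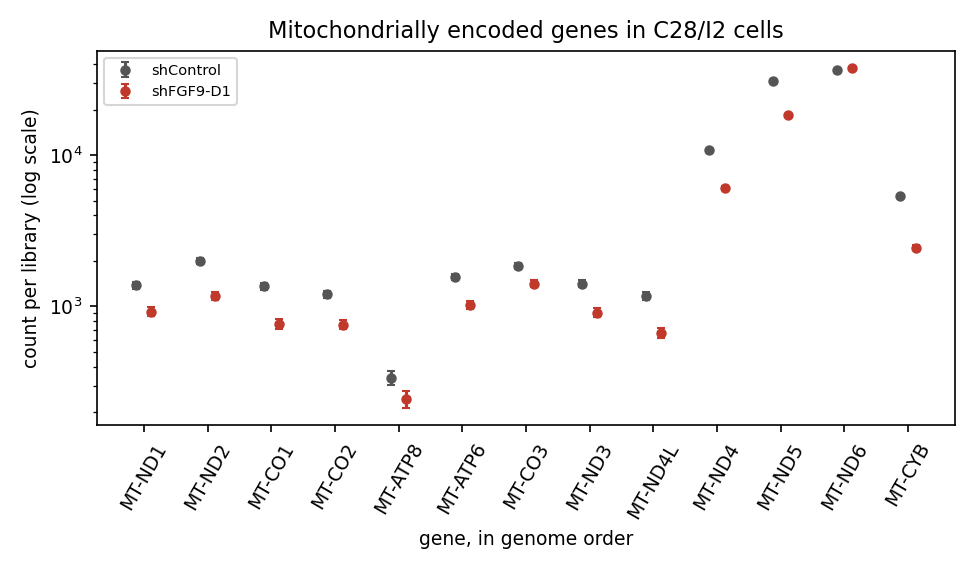
Counts of the 13 mitochondrially encoded genes in the shControl (grey) and shFGF9-D1 (red) libraries on a log axis, 1 library each and not scaled, in genome order along the horizontal axis. Bars are exact Poisson 95% intervals, which cover counting error only. MT-ND6 is at 36430 and 37376 counts, and each other gene is lower in the shFGF9-D1 library.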

Enrichment analysis showed that FGF9 depletion was positively associated with oxidative phosphorylation and ROS accumulation (Figure 3e, Supplementary Figure ac).

**Fig. 3:**
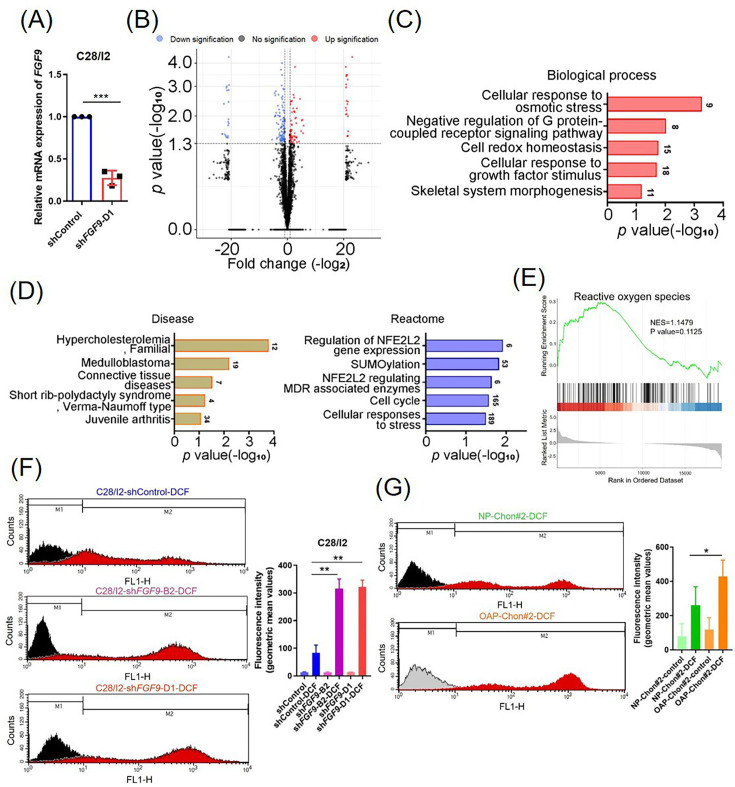
Transcriptomic analysis reveals oxidative stress regulation by fibroblast growth factor 9 (FGF9) in chondrocytes. a) Confirmation of FGF9 knockdown in C28/I2 cells using control and specific FGF9 short hairpin RNA (shRNA) (shRNA-D1). b) Volcano plot of global gene expression changes in FGF9-depleted C28/I2 cells; upregulated and downregulated genes (≥ twofold change) are shown in red and blue, respectively. c) Gene Ontology (GO) analysis of enriched biological processes in FGF9-depleted cells. d) GO enrichment of differentially expressed genes categorized by disease relevance (left) and reactome pathways (right). e) Normalized enrichment scores (NES) for reactive oxygen species (ROS)-related genes in FGF9-depleted cells. f) ROS levels measured by dichlorofluorescein (DCF) fluorescence in C28/I2 cells with control and two distinct FGF9 shRNAs (shFGF9-B2 and shFGF9-D1) (left); quantification of mean fluorescence intensity (right). g) DCF-based ROS detection in normal (NP-Chon) and OA primary chondrocytes (OAP-Chon) (left); quantification of ROS levels (right). Error bars represent mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, independent-samples *t*-test. MDR, multidrug resistance; mRNA, messenger RNA.

To evaluate FGF9’s role in ROS regulation, flow cytometry analysis revealed that FGF9 depletion by specific shRNAs (B2 and D1) in C28/I2 cells significantly increased DCF fluorescence intensity compared to control cells, indicating elevated ROS levels (p = 0.006, independent-samples *t*-test; Figure 3f). Similarly, OAP-Chon cells exhibited higher ROS levels than NP-Chon (p = 0.019, independent-samples *t*-test; Figure 3g). These results highlight FGF9’s critical role in modulating ROS in both cell models.

### Reduction of FGF9 promotes ROS via attenuation of NRF2/GPX3

RNA-seq analysis implicated *NFE2L2* (NRF2) in FGF9-mediated ROS regulation via the KEAP1-NRF2 pathway. 

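NFE2L2 and KEAP1 were both near the limit of counting in this RNA-seq. NFE2L2 (ENSG00000116044, chromosome 2 of GRCh38 from 177227595 to 177392697) encodes NRF2 and had 6 counts in the shFGF9-D1 library and 7 in the shControl library (log2 ratio -0.14, interval -1.99 to 1.66). KEAP1 (ENSG00000079999, chromosome 19 from 10486120 to 10503741), which targets NRF2 for degradation, had 4 counts against 2 (log2 ratio 1.08, interval -1.72 to 4.55). Neither difference was detectable at these counts. The authors' FPKM for NFE2L2 was 7.33 in the shFGF9-D1 library and 26.5 in the shControl library, and as log2(FPKM + 1) the difference was -1.72. For KEAP1 the FPKM was 5.86 against 1.57. From this RNA-seq, the paper proposes that NFE2L2 takes part in the regulation of ROS by FGF9 through the pathway of KEAP1 and NRF2.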

Conditioned media (CM) from C28/I2 stable clones expressing vector (#11, #14, #15) or FGF9 (#23, #3) were collected for western blot analysis (Figure 4a). Normal chondrocytes treated with CM from FGF9#3-expressing cells exhibited increased NRF2 expression without changes in KEAP1 compared to those treated with vector#11 CM, as shown by western blot (Figure 4b), suggesting that FGF9 reduces ROS levels by upregulating NRF2. Additionally, NRF2 protein expression was significantly reduced in OAP-Chon samples (Figure 4c), highlighting its role in OA pathogenesis.

**Fig. 4:**
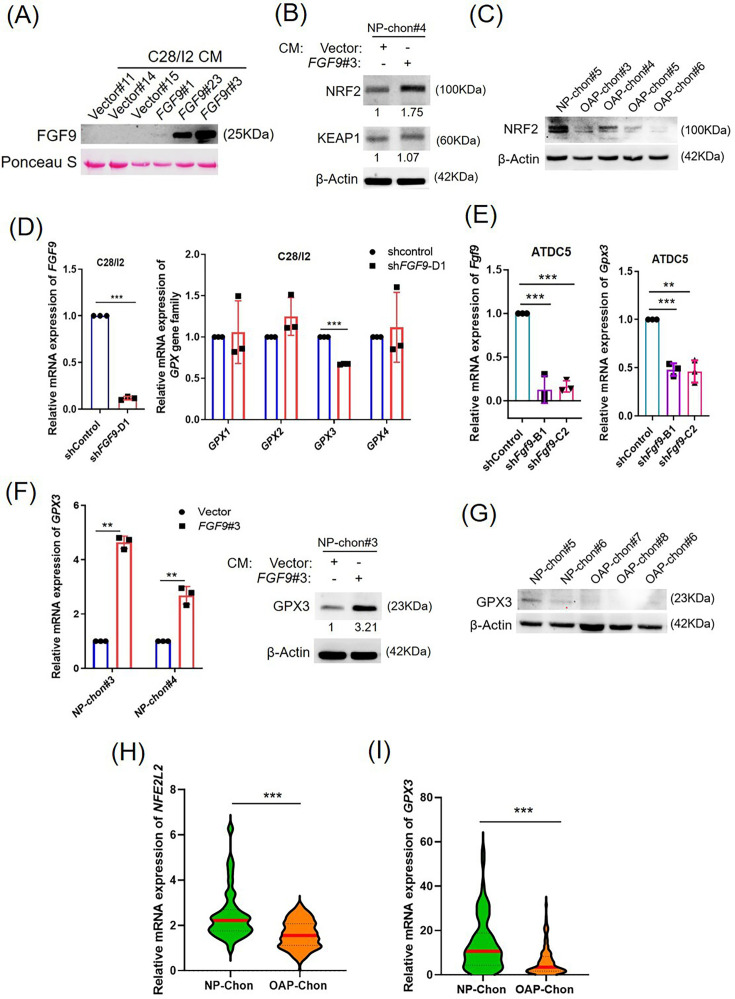
Fibroblast growth factor 9 (FGF9) regulates NRF2/GPX3 expression in chondrocytes. a) Western blot analysis of FGF9 levels in conditioned media (CM) from C28/I2 cells. b) Western blot analysis of NRF2, and KEAP1 in normal primary chondrocytes (NP-Chon) cultured with FGF9-CM; β-actin was used as a loading control. c) Western blot analysis of NRF2 in NP-Chon and osteoarthritis (OA) primary chondrocytes (OAP-Chon). d) Left: Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of FGF9 messenger RNA (mRNA) expression in C28/I2 cells infected with shFGF9-D1. Right: qRT-PCR analysis of GPX1–4 expression in FGF9-depleted C28/I2 cells. e) qRT-PCR analysis of Fgf9 (left) and Gpx3 (right) expression in ATDC5 cells infected with lentiviral control or short hairpin RNA (shRNA). f) Left: qRT-PCR analysis of GPX3 mRNA expression in NP-Chon cells treated with vector control or FGF9-conditioned medium (FGF9-CM). Right: Western blot analysis of GPX3 protein expression in NP-Chon cells treated with vector control or FGF9-CM. g) Western blot analysis of GPX3 protein expression in NP-Chon and OAP-Chon cells. h) and i) qRT-PCR analysis of NFE2L2 and GPX3 expression levels in NP-Chon (n = 71) and OAP-Chon (n = 195) samples, presented as violin plots. Error bars represent mean (SD). **p < 0.01, ***p < 0.001, independent-samples *t*-test.

Glutathione peroxidases (GPXs), key NRF2 targets, maintain redox homeostasis in OA.^31,32^ To identify NRF2-regulated GPXs, we assessed GPX mRNA expression in FGF9-depleted C28/I2 cells, where GPX3 was significantly reduced (p < 0.001, independent-samples *t*-test; Figure 4d). Similar results were observed in Fgf9-depleted ATDC5 cells (p < 0.001, independent-samples *t*-test; Figure 4e). In contrast, FGF9-CM treatment increased GPX3 mRNA and protein levels (Figure 4f). GPX3 was also markedly downregulated in OAP-Chon samples, consistent with reduced NRF2 expression (Figures 4g to 4i). These findings suggest that FGF9 regulates ROS through the NRF2/GPX3 pathway, contributing to OA pathogenesis.

### FGF9 promotes GPX3 expression through ARE located at GPX3 promoter

NRF2 activates gene expression by binding antioxidant response elements (ARE) in promoters. To assess whether FGF9 regulates NRF2-dependent GPX3 expression, luciferase constructs with *GPX3* promoter deletions (-2,841 to -372 bp; Figure 5a) were tested in 293T cells. FGF9 enhanced *GPX3* promoter activity, with the -723 bp fragment showing the strongest response (p < 0.001, independent-samples *t*-test; Figures 5b and 5c), indicating that the -723 to -372 bp region contains key NRF2-responsive elements.

**Fig. 5:**
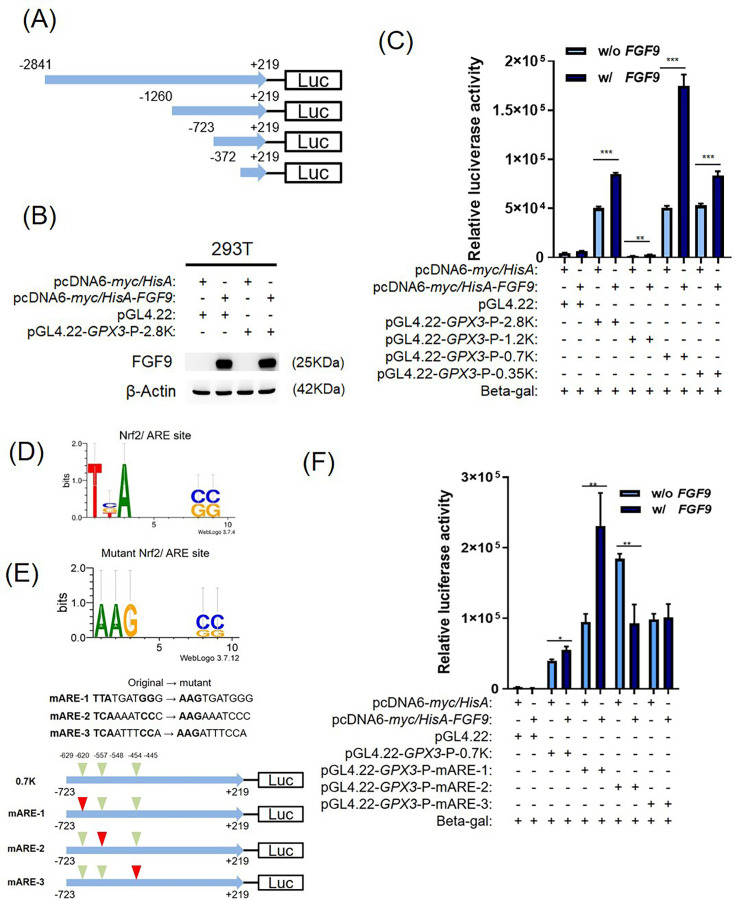
Fibroblast growth factor 9 (FGF9) regulates GPX3 transcription through NRF2-responsive elements in the promoter region. a) Schematic diagram of GPX3 luciferase reporter constructs containing the full-length (-2,841 to +219 bp) and serial deletions of the promoter region. b) Western blot confirming ectopic expression of FGF9 used in the GPX3 promoter assay. c) Luciferase reporter assay of GPX3 promoter constructs in 293 cells with or without ectopic FGF9 expression. d) and e) Schematic of predicted NRF2/ARE binding sites located between -723 and +219 bp of the GPX3 promoter, with sequences of three mutated ARE sites (mARE-1, mARE-2, mARE-3). f) Luciferase reporter assay of wild-type and ARE-mutated GPX3 promoter constructs in 293 cells with or without ectopic FGF9 expression. Error bars represent mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, independent-samples *t*-test.

PROMO analysis identified three ARE sites (ARE-1, -2, -3) within the *GPX3* promoter (Figure 5d). To pinpoint key NRF2 binding sites, site-directed mutagenesis was performed within the -723 to -372 bp region (Figure 5e). Luciferase assays showed that mutations in ARE-2 and ARE-3 were significantly reduced or without affected FGF9-induced promoter activity compared to the wild-type (p = 0.005, independent-samples *t*-test; Figure 5f), indicating that these sites are essential for FGF9-mediated *GPX3* activation.

### FGF9 prevents senescence of chondrocytes and may promote chondrogenesis

FGF9-CM treatment significantly reduced β-gal-positive senescent cells in normal primary chondrocytes compared to vector-CM (p < 0.001, independent-samples *t*-test; Figures 6a and 6b). Neutralization with FGF9 antibody (nFGF9Ab) reversed this effect, increasing senescence (p < 0.001, independent-samples *t*-test; Figures 6c and 6d). Western blot analysis showed reduced p16 and p21 levels following FGF9-CM treatment (Figure 6e). These findings suggest that FGF9 attenuates chondrocyte senescence and ROS via activation of the NRF2/GPX3 axis.

**Fig. 6:**
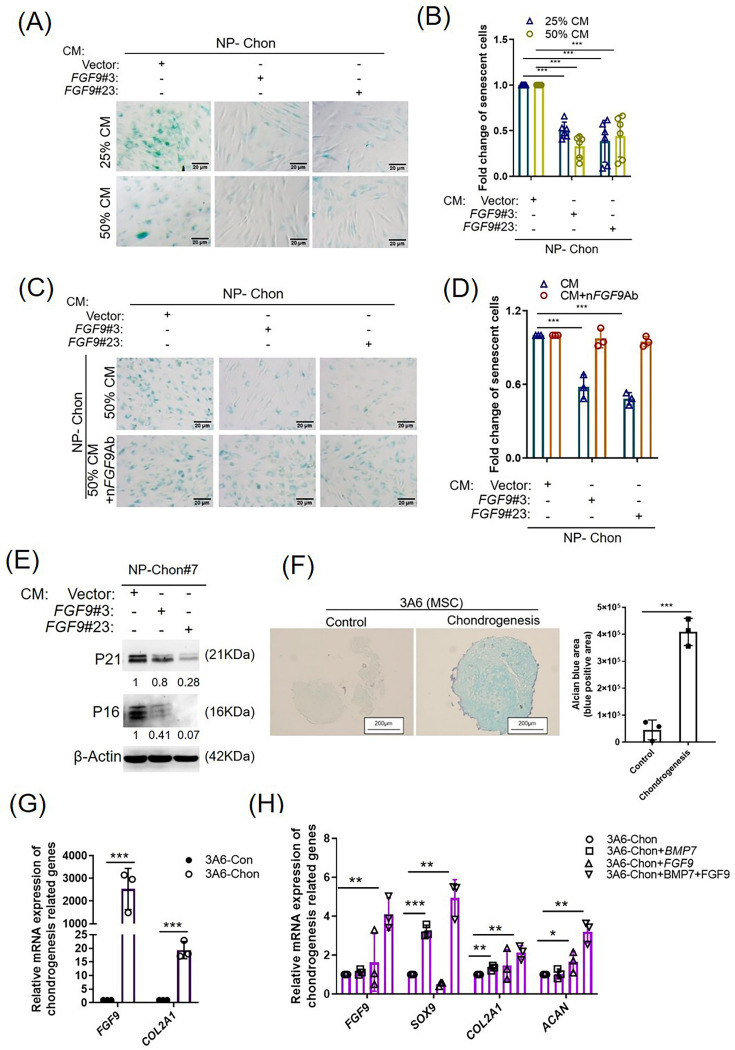
Fibroblast growth factor 9 (FGF9) reduces chondrocyte senescence and promotes chondrogenesis in human 3A6 cells. a) Representative images of senescence-associated β-galactosidase (SA-β-Gal) staining in normal primary chondrocytes (NP-Chon) treated with FGF9-conditioned medium (CM). Senescent cells are indicated by blue staining. b) Quantification of SA-β-Gal–positive cells. Results are normalized to vector control and presented as mean (SD). c) SA-β-Gal staining of NP-Chon cultured in FGF9-CM with or without neutralizing FGF9 antibody (nFGF9Ab). Senescent cells are indicated in blue. d) Quantification of SA-β-Gal–positive cells from Figure 6c, normalized to vector control and shown as mean (SD). e) Western blot analysis of NP-Chon treated with FGF9-CM or control-CM for 48 hours. f) Representative Alcian Blue staining and quantification of 3A6 cell pellets after 21-day chondrogenic induction. g) and h) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of chondrogenic markers (*FGF9, SOX9,* collagen type II alpha 1 (*COL2A1*)*,* aggrecan (*ACAN*)) in 3A6 cell pellets. Error bars represent mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, independent-samples *t*-test. mRNA, messenger RNA.

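Of 76 regulators of skeletal morphogenesis, 11 reached 10 counts in the RNA-seq of C28/I2 cells, where 2 were lower in the shFGF9-D1 library by the 2-fold rule (a ratio of at least 2-fold with an interval that excluded equal levels) and none was higher by it. TWIST1, a transcription factor of mesenchyme, had 6 counts against 19 in the shControl library (log2 ratio -1.58, interval -3.19 to -0.20), and IFT80, a protein of ciliary transport, had 12 against 37 (log2 ratio -1.54, interval -2.62 to -0.57). FGFR1, a receptor for FGF ligands, had 43 against 30 (log2 ratio 0.60, interval -0.10 to 1.32), while its FPKM was 17.9 against 25.1. The median log2 ratio of the 11 genes was 0.38, at percentile 93.5 of matched random lists, so the median and the ratios of these 2 genes differed in sign. The mean was -0.09, and the median was -0.35 with no minimum on counts and -0.29 as log2(FPKM + 1). SOX9, the transcription factor of chondrogenesis, had 1 count against 2, COL2A1 had 0 in both libraries and ACAN had 0 against 5. Of 36 FGF ligand and receptor genes, 3 reached 10 counts and FGF2 was higher, with 14 against 4 (log2 ratio 1.89, interval 0.22 to 3.95). NUDT6, which shares exon sequence with FGF2 on the opposite strand, had 23 against 47 (log2 ratio -0.95, interval -1.74 to -0.20).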

FGF9 has been shown to promote chondrogenesis,^10^ consistent with RNA-seq data linking it to skeletal morphogenesis (Figure 3c). To investigate this, 3A6 MSCs were induced into chondrogenic lineages (Figure 6f). After three weeks, qRT-PCR revealed elevated *FGF9* and *COL2A1* expression (p < 0.001, independent-samples *t*-test; Figure 6g). Co-treatment with BMP7 (a chondrogenic promoter) and FGF9 further enhanced expression of chondrogenic markers (*FGF9*, *SOX9*, *COL2A1*, *ACAN*; Figure 6h), indicating that combined FGF9 and BMP7 treatment produces a synergistic enhancement of chondrogenic differentiation in MSCs.^33,34^ However, the precise role of FGF9-mediated chondrogenesis in OA has yet to be fully elucidated and will require further investigation.

### FGF9 reduces the degeneration of chondrocytes in mice OA model

To assess the therapeutic role of FGF9 in OA, we administered intra-articular injections of adenovirus-delivered FGF9 in a destabilization of the medial meniscus (DMM) mouse model. Dose-dependent overexpression of adenovirus-delivered FGF9 was confirmed in C28/I2 cells (Figure 7a). As outlined in Figure 7b, male C57BL/6J mice (8 to 10 weeks old) underwent DMM surgery and were divided into three groups: adnull (3 × 10⁷ PFU), adFGF9 (1 × 10⁷ PFU), and adFGF9 (3 × 10⁷ PFU). Starting one week post-surgery, adenoviral injections were given twice weekly for eight weeks.^5,26^

**Fig. 7:**
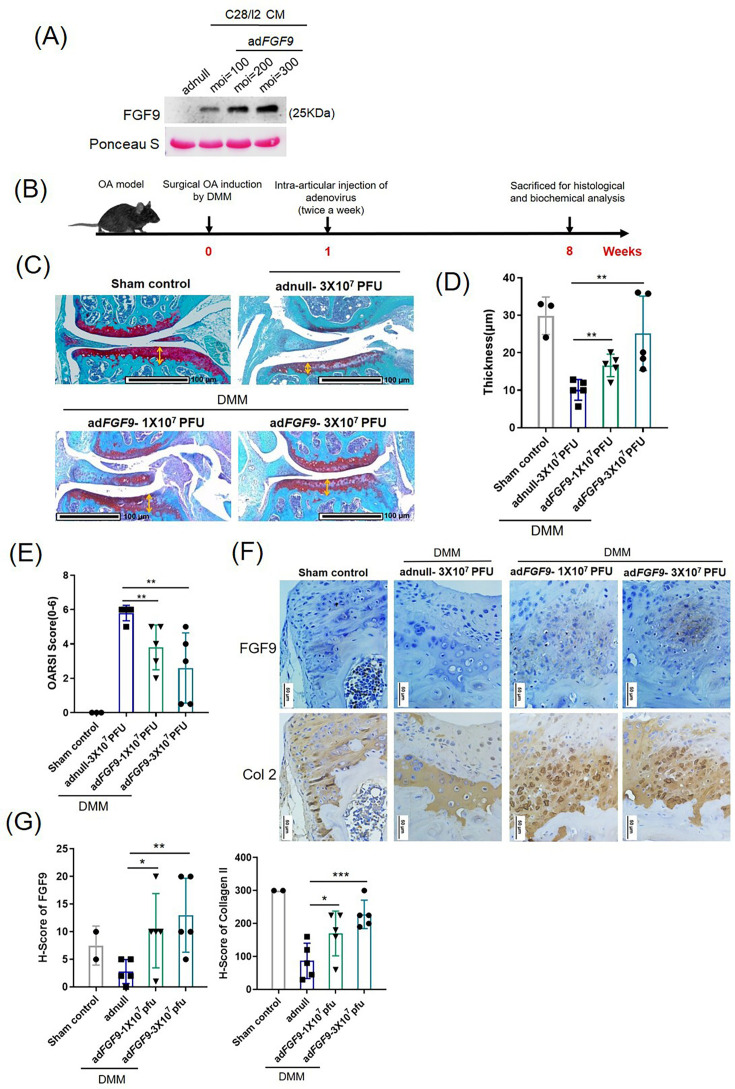
Intra-articular delivery of adenoviral fibroblast growth factor 9 (FGF9) attenuates cartilage degeneration in a destabilization of the medial meniscus (DMM)-induced osteoarthritis (OA) model. a) Western blot analysis of conditioned media (CM) from C28/I2 cells infected with adFGF9 or adnull adenovirus. b) Schematic illustration of the adenoviral treatment protocol in DMM mice. c) Safranin-O/Fast Green staining of knee cartilage from sham-operated and DMM mice treated with adenovirus. Red-stained areas indicate preserved cartilage. d) Double-headed arrows indicate the thickness of the articular cartilage. Quantitative analysis of cartilage thickness is presented in the accompanying bar graph. Error bars represent mean (SD). **p < 0.01. e) Quantification of cartilage degeneration using the Osteoarthritis Research Society International (OARSI) scoring system. The bars represent the OARSI scores. Error bars represent mean (SD). **p < 0.01. f) Immunohistochemistry (IHC) analysis of FGF9 and collagen II (Col 2) expression in knee cartilage from sham-operated and DMM mice treated with adenovirus. g) Statistical analysis of H-score of collagen II and FGF9. Error bars represent mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, independent-samples *t*-test.

Safranin-O/Fast Green staining was used to evaluate cartilage preservation and degeneration, quantified using the thickness of cartilage and OARSI scoring system (maximum score: 6.0).^27^ AdFGF9-treated mice exhibited significantly lower OARSI scores and increased cartilage thickness in a dose-dependent manner compared to controls (p < 0.01, independent-samples *t*-test; Figures 7c to 7e). The expression of FGF9 and collagen II (a cartilage-specific marker) in DMM-induced mice treated with Adnull or AdFGF9 adenovirus was examined by IHC (Figures 7f and 7g). Ectopic FGF9 expression markedly attenuated OA progression in DMM-induced mice.

### FGF9 exosome treatment significantly reduced senescence in primary chondrocytes

Given the therapeutic potential of exosomes in OA,^35^ we investigated whether exosomes from FGF9-overexpressing chondrocytes are enriched in FGF9. Exosomes were isolated from C28/I2 cells stably expressing vector or FGF9 and characterized by nanoparticle tracking analysis (NTA; Figure 8a) and western blotting using exosomal markers CD63 and CD9, with calnexin as a negative control (Figure 8b). FGF9 was enriched in exosomes compared to whole cell lysates (WCL) and CM (Figure 8b). To assess their therapeutic effect, FGF9-enriched and control exosomes were applied to primary chondrocytes. FGF9 exosomes significantly reduced cellular senescence compared to controls (Figure 8c), suggesting that FGF9-loaded chondrocyte-derived exosomes may serve as a promising OA therapy (Figure 9).

**Fig. 8:**
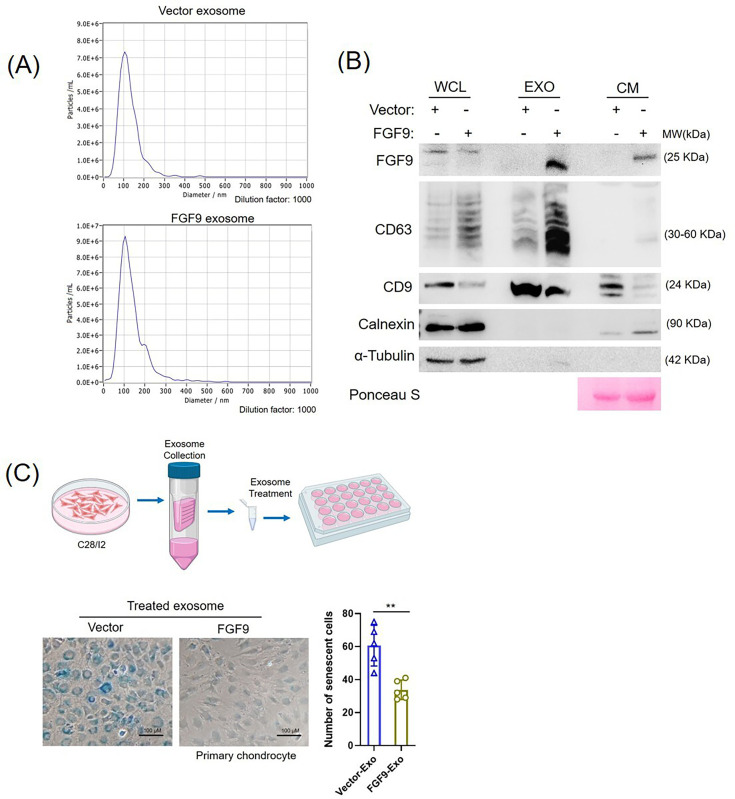
Fibroblast growth factor 9 (FGF9)-exosome attenuates the senescence of primary chondrocytes. a) Nanoparticle tracking analysis (NTA) of exosomes isolated from C28/I2 chondrocytes stably expressing vector control or FGF9. b) Western blot analysis of FGF9, exosomal markers (CD63, CD9), and negative marker (calnexin) in whole cell lysates (WCL), exosomes (EXO), and conditioned media (CM). α-Tubulin was used as a loading control. c) Senescence-associated β-galactosidase (SA-β-Gal) staining of primary chondrocytes treated with vector or FGF9-exosomes (7 × 10⁹ particles) for one week. Representative images of senescent cells (blue staining, left panel) and quantification of SA-β-Gal–positive cells (right panel) are shown. Error bars represent mean (SD). **p < 0.01, independent-samples *t*-test.

**Fig. 9:**
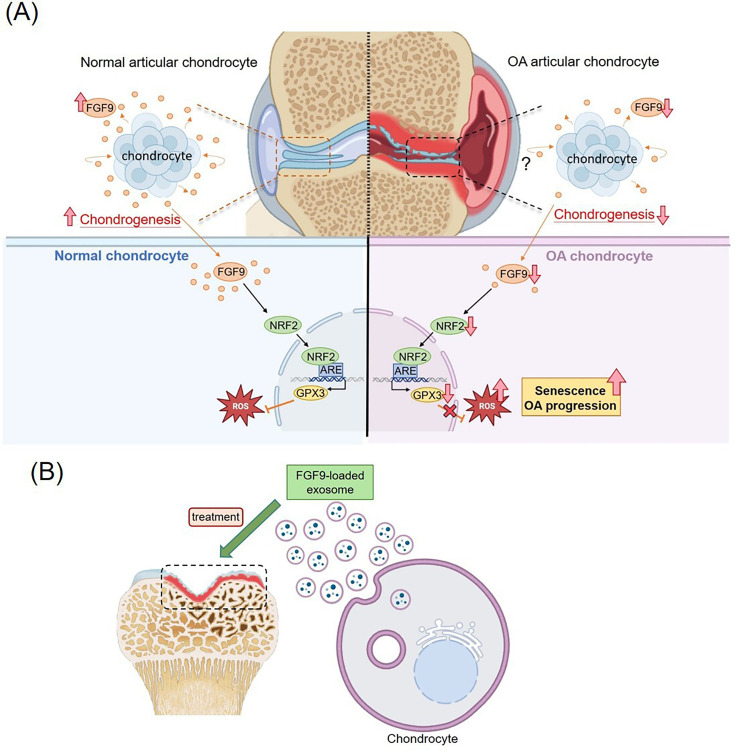
Schematic summary of the proposed fibroblast growth factor 9 (FGF9)-mediated mechanism in osteoarthritis (OA) and its therapeutic potential**.** a) In normal chondrocytes, FGF9 activates the NRF2/GPX3 axis, reducing reactive oxygen species (ROS) levels and preventing senescence. In OA, reduced FGF9 expression leads to ROS accumulation, increased chondrocyte senescence, and cartilage degeneration. b) Exosomes derived from FGF9-overexpressing chondrocytes may deliver therapeutic FGF9, attenuating senescence and offering a potential treatment strategy for OA.

## Discussion

In this study, we identified distinct gene expression profiles between normal and OA human chondrocytes, highlighting FGF9 as a potential therapeutic target. FGF9 was downregulated in OA, and its loss promoted chondrocyte senescence and ROS accumulation by suppressing the NRF2/GPX3 axis. Restoration of FGF9, via adenoviral delivery or FGF9-enriched exosomes, attenuated OA progression in a DMM mouse model and reduced chondrocyte senescence (Figures 9a and 9b). These findings suggest that FGF9 mitigates OA through antioxidant regulation and holds promise as a therapeutic strategy.

We are the first to identify GPX3 as a novel downstream target of the FGF9/NRF2 pathway, mediating FGF9’s antioxidant effects in chondrocytes. As the only extracellular GPX family member, GPX3 reduces lipid hydroperoxides and supports cartilage homeostasis.^36^ Reduced GPX3 expression, as seen in Kashin-Beck disease, has been linked to increased chondrocyte apoptosis.^36^ Our findings show that sustained FGF9 expression activates the NRF2/GPX3 axis, and these results uncover FGF9’s therapeutic potential in regulating cartilage regeneration and OA progression.

Zhou et al^18^ reported reduced FGF9 expression in OA cartilage, consistent with our findings. In post-traumatic OA (C3H/HeJ mice), recombinant FGF9 reduced cartilage degeneration and hypertrophic markers (collagen X, MMP13), but increased osteophyte formation, possibly due to MSC-driven chondrogenesis.^18^ These effects appear strain- and model-dependent. In contrast, our eight-week study using the widely adopted DMM-induced OA model in C57BL/6 mice employed adenovirus-mediated FGF9 delivery, enabling sustained local expression and potentially supporting more stable cartilage repair.

Exosomes have emerged as key mediators of intercellular communication, carrying proteins, lipids, and nucleic acids, including noncoding RNAs, which hold promise as biomarkers and therapeutic agents in OA.^37^ In this study, we found that FGF9 can be enriched in exosomes derived from FGF9-overexpressing chondrocytes (C28/I2). However, the therapeutic efficacy of FGF9-exosomes may vary depending on their cellular origin, such as chondrocytes or MSCs, and should be further evaluated using both in vitro and in vivo models.^38-40^ Moreover, the therapeutic potential of FGF9-exosomes as treatment agents or delivery vehicles for OA warrants further investigation.

In conclusion, we define the FGF9/NRF2/GPX3 axis as a key regulator in OA chondrocyte pathogenesis and propose adenoviral FGF9 and FGF9-enriched exosomes as promising therapeutic strategies. Further research and clinical studies are needed to validate these findings and support the development of safe, exosome-based therapies for OA.

## Data Availability

The data that support the findings for this study are available to other researchers from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

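RNA-seq was available for C28/I2 cells infected with control shRNA (shControl) and with shFGF9-D1, 1 library per condition. According to the submitters' processing notes, the authors used bcl2fastq 2.1.7, HISAT2, Cufflinks 2.2.1 and Cuffdiff with GRCh38.p14, without versions for HISAT2 and Cuffdiff. The strand setting of the counting, trimming and filters are not given in the sources used here. The authors deposited estimated counts per gene, which are not scaled between the libraries, and FPKM per gene, which are scaled by transcript length and library size. Both tables list 58220 genes, of which 57882 were matched by identifier to GENCODE release 29 for coordinates, gene type and exon overlap.

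The deposited estimated counts were rounded to whole numbers. They summed to 519192 in the shControl library and 502774 in the shFGF9-D1 library. A count of 0 therefore allows 5.78 and 5.97 CPM, provided that reads were counted on the strand of the RNA. Counts were scaled by TMM (edgeR 4.0.16 in R 4.3.3), with factors of 1.01 for shControl and 0.988 for shFGF9-D1. For each gene the ratio of shFGF9-D1 to shControl was given with an exact Clopper-Pearson 95% interval (scipy 1.17.1). A gene was called higher or lower when it had at least 10 counts in at least 1 library, a ratio of at least 2-fold and an interval that excluded equal levels. No fold is given where both counts are at or under a floor of 3 counts. Without replicates, the only p-values are those of the alternatives that assume a variation, and they measure no spread between replicates.

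The 39 gene lists were written from memory before the data were examined, and so were the samples' conditions, the rules and most of the alternatives. A list was described by its median log2 ratio and the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. A percentile was computed for the 20 lists with at least 5 members at 10 counts, and it is printed for some of them only. This minimum of 5 members was chosen after seeing how few members reached 10 counts. List genes were matched through older symbols where needed, and opposite-strand genes by identifier, since clone-based gene names differ between annotation releases. The named genes are those the paper names, the 10 highest and 10 lowest ratios among genes with at least 100 counts in the higher library and an interval that excludes equal levels (without LOC, LINC, read-through and clone-based names and antisense names such as HAS2-AS1, while genes with other names that are annotated as antisense stayed in), and in each list the 4 members with the largest ratios among those with at least 50 counts. A further rule, for genes with 0 counts in 1 library and at least 20 in the other, found 0 genes. Genes named outside these rules were chosen after their values were seen.

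The 2-fold rule was tested on simulated data for the same comparison, with 200 changed genes and 3948 genes in the step. Of the simulated genes that reached 10 counts, it called 36.1% at 2-fold, 95.5% at 4-fold and 100% at 8-fold, and 1.97% of the unchanged ones. With 1 library per condition the spread between cultures could not be estimated, so the 1.97% is not a rate of false calls between 2 cultures. Alternatives were total counts, DESeq2 1.42.0 size factors, other count minimums, other rules for the interval, an edgeR exact test with an assumed biological coefficient of variation, and the deposited FPKM with a pseudocount of 1 or 0.1. The authors' own comparison between the libraries was not analysed here, and the result of 1 gene list is not reported here.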

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

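Of the tests in this part, the one on counting error over all genes was set before its result was seen, and the others were chosen after the patterns had been seen. The results below are signals in genes that the paper does not discuss.

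Genes on the strand opposite to genes that most cells express strongly led the counts of nuclear genes. In the shControl library VIM-AS1 had 14278 counts, AC093484.4 (ENSG00000265401), opposite UBB, had 6146, and AC011603.3 (ENSG00000258017), opposite TUBA1B, had 6097, while antisense genes took 27.5% of all counts. A candidate explanation is that reads were counted on the strand opposite to the RNA, and the tests of it gave mixed results. Nuclear coding genes that share exon sequence with an opposite-strand gene reached 10 counts 5.54 times as often as those that share none (interval 5.10 to 6.01), which is what this explanation needs. A first test, however, had been set to need over 80% of control and ribosomal protein genes with more counts in the opposite-strand gene, and it gave 48.1% of 27 pairs (interval 30.7 to 66.0). After that result the test was repeated on pairs sharing at least 200 bases, and it gave 52.6% of 19 (interval 31.7 to 72.7). Neither value decides. Over the 27 pairs the median log2 ratio of opposite-strand to own counts was 0 (interval -1.44 to 0.74) and decides nothing either. Shallow sequencing alone lowers all genes alike and gives no such dependence on shared exon, so the 5.54 argues against it as the whole cause, although whether more strongly expressed genes have more annotated opposite-strand genes was not tested. Antisense RNAs that outnumber coding RNAs in these cells stay open, since the share of ribosomal protein genes, at most 0.154% of the counts, is part of the pattern and the 1% it was set against is an assumed level. Whether the counts of any single gene stand for RNA of the opposite strand was not settled by these tests.

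In the shControl library MT-ND6 had 36430 counts, the most of any gene. The median log2 ratio of the 12 mitochondrial genes on the plus strand minus that of nuclear genes with at least 10 counts was -0.67 (interval -0.79 to -0.56). No scale factor moves this difference, so it argues against scaling. The interval of the difference is over 12 genes of 1 strand, which may not vary independently. TMM over nuclear genes alone hardly changed the scaling and left the list of 13 at -0.59, so it adds no separate test. Incomplete strand marking would lower nuclear coding genes with no opposite-strand exon as well, but their median log2 ratio was 0.0819 (interval -0.0102 to 0.141). DNA carried over would be lost evenly along the genome, but the loss of counts per kb differed 17.7-fold across the 12 genes. An effect of FGF9 depletion on RNA of 1 mitochondrial strand may account for the median log2 ratio of -0.62, but with 1 library per condition it cannot be told apart from a difference between 2 cultures. With the strand of counting open, so is whether these counts are mRNA of the genes named.

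Many genes were 2-fold apart before any minimum on counts. Among all 17422 genes with a count, 9904 had a point ratio of at least 2-fold, and equal expression with Poisson counts gave 92.0% of that number, so counting error is likely to account for most of them. Among the 1385 genes with at least 50 counts, 83 were 2-fold apart and equal expression gave 0.434% of that number, which argues against counting error there. Whether those 83 differ through FGF9 depletion or between any 2 cultures was not tested.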

How the results depend on the processing

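The additional settings on genes without opposite-strand exon, on nuclear scaling and on FPKM above 0 in both libraries were chosen after seeing the data. The counts of genes at least 2-fold apart (403, with 188 higher and 215 lower) stayed within 1.5 times under total counts, DESeq2 size factors, no minimum on counts and TMM over nuclear genes. With at least 50 counts they were 83, with 38 higher and 45 lower, and with point ratios alone 679, with 303 higher and 376 lower. With the whole interval beyond 2-fold they were 24, with 5 higher and 19 lower. The edgeR exact test with an assumed biological coefficient of variation of 0.1 gave 85, with 39 higher and 46 lower, and with 0.4 it gave 0 in total, higher and lower. FPKM with a pseudocount of 1 gave 7687, with 3472 higher and 4215 lower. Leaving out genes under 1 FPKM in both libraries could not change this, since none of them can be 2-fold apart with that pseudocount. FPKM with a pseudocount of 0.1 gave 8518, with 3871 higher and 4647 lower. Of the 7687 genes, 7005 had under 10 counts in each library. Genes without opposite-strand exon gave 125, with 56 higher and 69 lower, through fewer genes entering (902 of 4000). FPKM above 0 in both libraries gave 3629, with 1674 higher and 1955 lower. Where no construction of the setting shows it, the cause was not tested. The share of higher genes moved from 46.7% to 36.5% with DESeq2 size factors. FGF9 had 0 counts and 0 FPKM in both libraries, which no scaling moves, and NFE2L2, KEAP1 and GPX4 stayed within their counting intervals.

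Of the gene lists, 1 had a median outside the central 95% of random lists, and 2 did with unmatched random lists, with means, or with FPKM and a pseudocount of 0.1. The SUMOylation genes were at percentile 21.8 with matched random lists and at 0.2 with unmatched ones. The NRF2 regulators and partners were at percentile 89.2 by their median and at 97.9 by their mean (0.63). The medians of the ROS pathway genes and of the skeletal morphogenesis regulators changed sign with FPKM, to -0.37 and -0.29 with a pseudocount of 1, and with no minimum on counts, to -0.18 and -0.35. Thresholds on the authors' own comparison were not run. No paired analysis was possible because there was 1 library per condition. Most genes that the paper names had under 10 counts.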

Differences from the paper's values

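The paper reports 3805 genes at a fold of at least 2 and a p under 0.05, and 403 genes were at least 2-fold apart here. The thresholds differ. The paper names an independent-samples t-test, whose p cannot be computed from 1 library per condition, and the authors' own comparison was not analysed here. The value here uses a counting interval and at least 10 counts. All alternatives set before the data were examined also differed by more than 1.5 times. There were 389 genes for total counts, 405 for DESeq2 size factors, 496 with no minimum and 83 with at least 50 counts. The point ratio gave 679, the whole interval 24, and the exact test 85 and 0. FPKM gave 7687 with a pseudocount of 1, which its minimum of 1 FPKM cannot change, and 8518 with 0.1. One setting, FPKM above 0 in both libraries with a point ratio of at least 2-fold and no p, gave 3629 genes and lay within 1.5 times, but it was chosen after seeing the values, and the paper's own list of genes was not used here, so how many of them it drops is not known.

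The paper describes a positive association of FGF9 depletion with oxidative phosphorylation. Here the list of mitochondrially encoded genes of that process had a median log2 ratio of -0.58, with 12 of 13 genes lower in the shFGF9-D1 library, while the nuclear genes of complex I had a median log2 ratio of 0.23 over 5 genes and those of ATP synthase 0.01 over 7 genes. The value for ATP synthase was -0.03 with total counts, -0.07 with DESeq2 size factors, -0.10 as a mean, 0.20 with no minimum on counts, and 0.13 and 0.17 from FPKM with a pseudocount of 1 and 0.1. The strand on which reads were counted is not given in the sources used here, so whether the mitochondrial counts are mRNA of the genes named is open.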

Other observations

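Other gene lists showed few genes past the 2-fold rule. In these lists, a counted gene is one with at least 10 counts in at least 1 library. Among 6 counted growth-arrest genes of senescence, LMNB1, a lamin of the nuclear envelope, was higher in the shFGF9-D1 library by that rule, with 34 counts against 14 (log2 ratio 1.36, interval 0.43 to 2.37). The other 5 had negative log2 ratios with intervals that covered equal levels, such as CDKN2A with 23 against 28 (log2 ratio -0.20, interval -1.06 to 0.65). The median of the 6 was -0.41, at percentile 15.4 of matched random lists, and 0.05 as log2(FPKM + 1). It was taken without regard to the direction each gene takes in senescence. Neither the median nor the higher LMNB1 is therefore read as more or less senescence. FGF2 was the 1 gene past the rule among 6 counted genes of the senescence-associated secretory list. None of 8 counted G2/M genes passed the rule. PFKM, a glycolytic enzyme, was lower by the rule among 14 counted hypoxia and glycolysis genes, with 42 against 92. SENP1, a gene of the SUMOylation list that shares exon sequence with PFKM on the opposite strand, had 3 against 8. Which of these genes the PFKM counts stand for is open. Among 12 counted matrix and fibroblast genes SPARC was higher by the rule, with 10 counts against 1, while its FPKM was 12.0 against 4.43. FN1 had 77 against 116 (log2 ratio -0.51, interval -0.94 to -0.08), and THBS2 had 49 against 30 (log2 ratio 0.79, interval 0.11 to 1.50). The median of the 12 was 0.43, at percentile 94.1 of matched random lists, and 0.30 with no minimum on counts. MT2A, a metallothionein, was higher by the rule, with 14 against 4. None of 5 counted p53 target genes, 4 interferon-stimulated genes, 5 cholesterol genes, 3 genes of FGF and ERK output, 22 ribosomal protein genes, 9 control genes or 1 histone gene passed the rule.

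Markers of other cell types were low or even between the libraries. KRT8, a keratin, had 410 counts in the shFGF9-D1 library and 409 in the shControl library. KRT18, which shares exon sequence with KRT8 on the opposite strand, had 14 against 12. Which of these genes the KRT8 counts stand for is open. Among 4 counted epithelial markers, 1 immune marker and 1 endothelial or pericyte marker, none passed the 2-fold rule. The neural marker NEFM was lower by the rule, with 2 against 15.

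The opposite-strand genes named below were chosen after their values were seen. HAS2-AS1, opposite HAS2, had 72 counts in the shFGF9-D1 library and 259 in the shControl library (log2 ratio -1.76, interval -2.16 to -1.38), while HAS2, a hyaluronan synthase, had 0 in both. AL360270.3, opposite LRIF1, had 59 against 214, and AC036108.2, opposite SYNM, had 542 against 1191. Opposite to genes of the NRF2, redox and ROS lists, 17 partners reached 10 counts and shared at least 50 bases of exon with 1 opposite-strand gene alone. Of these, 7 had an interval above equal levels, 1 below and 9 neither. MMACHC, opposite PRDX1, had 327 against 248 (log2 ratio 0.48, interval 0.24 to 0.72), and BEST1, opposite FTH1, had a log2 ratio of 0.37 (interval 0.26 to 0.48), while AC018761.2, opposite PRDX2, had 989 against 1092 and AC079305.1, opposite NFE2L2, had 34 against 52. Whether such counts stand for the gene named or for its opposite-strand partner is open.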
